A study of Mus musculus with 6 samples.

How the data were processed

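The 6 deposited files are gene count tables from RNA sequencing of mouse hepatocytes, 3 libraries from AEG-1-C75S mice and 3 from WT mice. Groups and replicate numbers were taken from the sample titles. Per the labels' protocols, total RNA was extracted with a QIAGEN kit, libraries were made with an Illumina TruSeq RNA kit and sequenced on a HiSeq3000. All 6 samples carry the treatment label Control. The deposited values are raw counts per Ensembl gene in the layout that the STAR aligner writes, with 1 column for unstranded counting and 1 for each strand. The version of STAR, the genome build, the annotation release and any trimming are not stated in the labels or the files. The files list multimapping and ambiguous reads apart from the genes. Multimapping reads, 17.98% to 18.54% of the reads in each file, were therefore not counted to genes, which lowers the counts of genes with near-identical copies.

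The summed counts of the reverse-strand column were 33.3 times those of the forward-strand column, so the libraries were treated as reverse-stranded and the reverse-strand counts were used. The rule was to use the larger strand column where the totals differed by more than 3-fold. The 4 summary rows (unmapped, multimapping, no feature and ambiguous) were left out of library sizes and tests. Unmapped reads made up 4.37% to 5.81% of each library, reads on no feature 4.99% to 5.55%, and ambiguous reads 0.89% to 0.93%. Of 55487 gene rows, 55227 matched an identifier of GENCODE M21 (GRCm38), and 55141 had a symbol in the table used for naming. Positions are those of GENCODE M21 in GRCm38, given by identifier. Of the 301 list genes, 1 was matched through a synonym and 0 were left unmatched.

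Genes were filtered with edgeR's filterByExpr at its defaults (minimum count 10, minimum total 15), leaving 12741. Counts were normalised with TMM and tested with edgeR 4.0.16 (R 4.3.3) by a quasi-likelihood fit with robust dispersion estimation and a two-sided F-test with genotype as the single term and no block. P-values were adjusted by Benjamini-Hochberg, with a threshold of 0.05. The standard error of a log2 fold change was taken as the size of the change divided by the square root of the F statistic. CPM values use the TMM-scaled library sizes. Gene lists were tested with camera (limma 3.58.1) at the preset correlation of 0.01 on log2 CPM with a prior count of 2, with adjustment over the 14 lists. The lists were NF-kB and inflammatory targets, interferon-stimulated genes, fatty acid oxidation and PPAR-alpha targets, lipogenesis and LXR targets, cholesterol synthesis, hepatocyte function, mesenchymal and matrix genes, cell cycle genes, ER stress and unfolded protein response, palmitoylation enzymes, and markers of Kupffer cells and macrophages, endothelial cells, stellate cells and cholangiocytes. No gene was in more than one of these lists.

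The strand rule, the tests, the gene lists and the rule for naming genes were fixed before the data were examined. The naming rule took *Mtdh*, then the 6 largest rises and 6 largest falls among genes with an adjusted p-value under 0.05, a mean of at least 5 CPM and no overlap between the genotypes, skipping predicted genes without a symbol (Gm numbers and Rik clones), and then up to 3 called members per list by p-value. Clone names of the kind of *AC127342.1* were skipped too, which that rule did not spell out. *AC127342.1*, a lincRNA at a log2 fold change of -1.00 (edgeR adjusted p = 9.39e-05), would otherwise have taken the place of *Cidec*. *Gm47283*, at 0.99, was skipped as the rule states. Some of the genes this rule chose are not reported here. *Saa2*, *Slc10a1*, *Mup18*, *Nfkb1*, *Nfkbia* and *Tnfaip3* are named outside that rule, after their values were seen, as are the genes of the closing section. Copies of the named genes were sought with BLAST 2.17.0 among the longest GENCODE M21 transcripts.

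The procedure was tested on simulated data. Counts for 12741 genes were drawn from the means, dispersions and library sizes of the real libraries, with 200 genes changed by 1.5-fold. The quasi-likelihood test called 68.5% of the changed genes, all called ones in the right direction, and 6.92% of its calls were false. On data with no changed gene it called 0 genes, with 629 at an unadjusted p-value under 0.05. A list raised by 1.2-fold was found by camera and fry, and camera called 0 other lists. The counts were drawn without correlation between genes. The simulation therefore cannot show whether camera's preset correlation is adequate for the real lists.

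The labels give no sequencing or isolation batch. Alternatives tried were RLE, upper-quartile and library-size scaling, DESeq2 1.42.0, limma-voom, other filters, unstranded counting, a replicate block, leaving out each library, leaving out *Xist*, Y-linked and mitochondrial genes, and fry and an estimated correlation for the lists. A correction for GC content and gene length, fitted by loess with a span of 0.5 on 99.9% of the tested genes, and thinning of all libraries to 16944723 counts were added after the data had been seen. The median log2 fold change of all genes was 0.009 with library-size scaling and -0.003 with each of the other scalings. Precision rests on 3 libraries per group and on the counts: the limit of 3 counts given in the report covers counting error only.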

Results

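RNA sequencing was carried out on hepatocytes, the main parenchymal cells of the liver, isolated from adult mice that were either wild type (WT) or homozygous for AEG-1-C75S. AEG-1, encoded in the mouse by *Mtdh*, is a membrane-anchored protein of the endoplasmic reticulum, and C75S replaces the cysteine that carries its palmitoyl group with a serine. Both genotypes came from matings of heterozygotes, and RNA was taken 48 h after isolation. The comparison asked which hepatocyte transcripts differed when this AEG-1 residue could not be palmitoylated. There were 3 libraries in each of the 2 groups. The labels do not say whether the 3 libraries of a genotype came from separate mice, so n counts libraries throughout.

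The libraries held between 16944723 and 21044292 counts on genes, with a mean of 19016045 in C75S (SD 2050124, n = 3) and 20835852 in WT (SD 116859, n = 3). C75S replicate 1 was the shallowest library. A count of 3 corresponded to 0.143 to 0.177 CPM (counts per 1000000 counts) in these libraries. The share of reads assigned to genes ranged from 69.8% to 71.2%. Mitochondrially encoded transcripts made up 6.75% ± 0.08 of gene counts in C75S and 6.68% ± 0.24 in WT (SD, n = 3 each). Albumin alone made up 6.07% ± 0.41 in C75S and 6.68% ± 0.30 in WT. Genes with at least 1 count numbered from 18125 to 18575 in 5 libraries, and 17412 in WT replicate 1.

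Replicates differed by more than counting noise. Between libraries of one genotype, the chi-square statistic per degree of freedom over genes with at least 20 counts in the pair lay between 4.05 and 8.99, so no pair behaved as one library deposited a second time. The Pearson correlation of log2 CPM across genes was 0.990 to 0.993 within genotypes and 0.987 to 0.992 between them. In a principal component analysis of log2 CPM, the first component held 31.6% of the variance. All C75S libraries had negative scores on it, from -16.86 to -10.45, and all WT libraries positive scores, from 7.41 to 23.87. WT replicate 1 had the score of 23.87. The common biological coefficient of variation, edgeR's estimate of the spread between replicates beyond counting noise, was 5.97%.

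**Figure D1:**
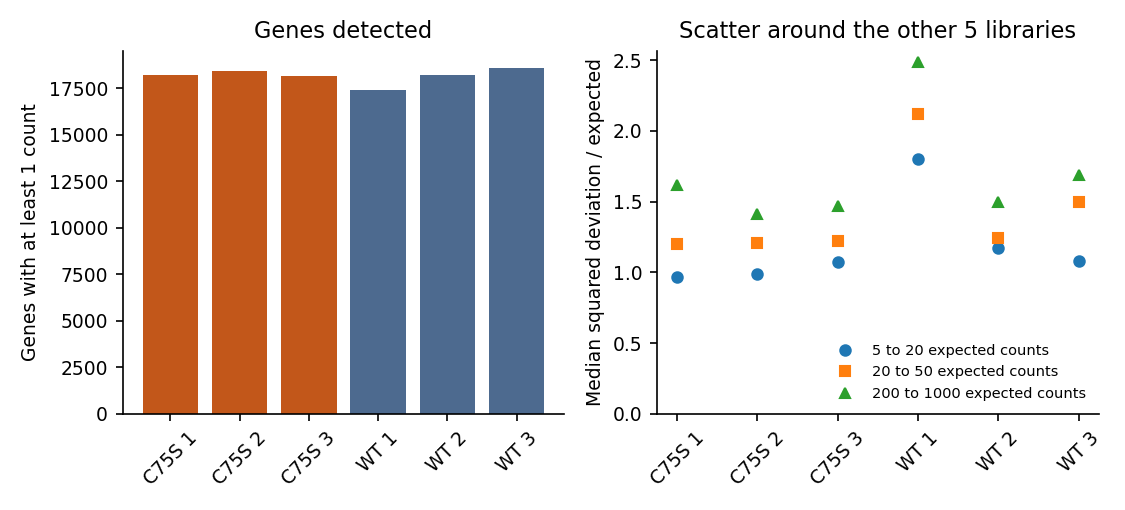
Left, the number of genes with at least 1 count in each of the 6 libraries (orange, C75S; blue, WT). Right, how far each library's gene counts lay from the counts expected from the other 5 libraries, as the median over genes of the squared deviation divided by the expected count, for 3 ranges of expected count; WT replicate 1 detected 17412 genes and had the highest scatter in each range, 1.80, 2.12 and 2.49.

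The targeted gene was examined first. *Mtdh* (ENSMUSG00000022255, chromosome 15, 34082694 to 34145624 on the plus strand of GRCm38, protein coding) was measured at 200 ± 10.5 CPM in C75S and 197 ± 5.18 CPM in WT (mean ± SD, n = 3 each). The log2 fold change of C75S against WT was 0.02 (SE 0.05), with an adjusted p-value of 0.909 in edgeR's quasi-likelihood test. A difference in *Mtdh* mRNA was therefore not detectable at this depth. Without C75S replicate 1 the estimate was -0.02. *Mtdh* overlaps *9930017N22Rik* on the same strand, and reads in the overlap could be assigned to neither gene. A gene-level count does not read the codon, so the genotype labels were not tested by this value.

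Of 12741 genes tested, 396 had a Benjamini-Hochberg adjusted p-value under 0.05 between C75S and WT in edgeR's quasi-likelihood test. Of these, 222 were higher and 174 lower in C75S. An unadjusted p-value under 0.05 was reached by 1709 genes. The median log2 fold change was 0.41 among the higher genes and -0.35 among the lower genes, 291 of the 396 genes changed by less than 1.5-fold, and 27 changed by more than 2-fold. In 390 of the 396 genes every C75S library lay beyond every WT library. Among all tested genes 2291 (17.98%) showed such a separation, against the 10% that chance gives for 3 against 3. The choice that moved the count most was the set of libraries. Without WT replicate 2, 201 genes were called, against 246 without WT replicate 3 and 253 without C75S replicate 1. Without WT replicate 1, 355 were called. Each of these fits had fewer libraries, so lost power may account for part of the drop.

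**Figure D2:**
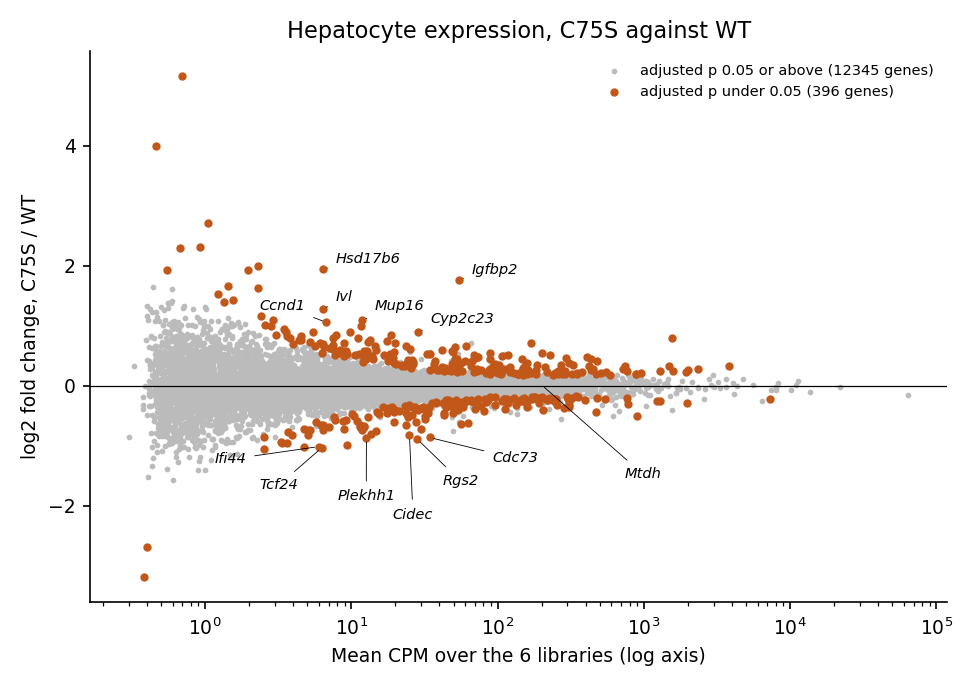
Log2 fold change of C75S against WT (vertical axis) against the mean CPM over the 6 libraries (horizontal log axis) for the 12741 tested genes; orange points are the 396 genes with an adjusted p-value under 0.05, and labels mark *Mtdh* and the 12 genes chosen among called genes with a mean of at least 5 CPM; some called genes under that level changed more. *Mtdh* lay at 0.02 and *Igfbp2* at 1.76.

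Among called genes other than predicted genes and clone names, with a mean of at least 5 CPM and no overlap between genotypes, the 6 largest rises were those of *Hsd17b6*, *Igfbp2*, *Ivl*, *Mup16*, *Ccnd1* and *Cyp2c23*. *Igfbp2* (ENSMUSG00000039323, chromosome 1, 72824503 to 72852474) had the smallest p-value of all genes. It rose from 24.8 ± 1.45 CPM in WT to 84.3 ± 6.56 CPM in C75S (SD, n = 3 each), a log2 fold change of 1.76 (SE 0.07, edgeR adjusted p = 5.48e-15). *Hsd17b6* (ENSMUSG00000025396, chromosome 10, 127990936 to 128007611) rose from 2.63 ± 0.40 to 10.2 ± 0.40 CPM, a log2 fold change of 1.95 (SE 0.16, edgeR adjusted p = 3.42e-08). *Ivl* (chromosome 3, 92570902 to 92573735) rose from 3.73 ± 0.78 to 9.03 ± 1.18 CPM, and *Ccnd1* (chromosome 7, 144929931 to 144939925) from 4.38 ± 0.81 to 9.11 ± 1.13 CPM. *Cyp2c23* (chromosome 19, 44005022 to 44029208) rose from 19.9 ± 2.66 to 37.1 ± 3.97 CPM. *Mup16* (chromosome 4, 61515592 to 61519531) rose from 7.57 ± 0.75 to 16.2 ± 0.69 CPM, but its longest transcript is 99.1% identical to that of *Mup18* over its whole length. Its count rests on the reads that the counting could place uniquely, so the value for this copy is uncertain.

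By the same criteria, the 6 largest falls were those of *Tcf24*, *Ifi44*, *Rgs2*, *Plekhh1*, *Cdc73* and *Cidec*. *Cdc73* (ENSMUSG00000026361, chromosome 1, 143598800 to 143702893) fell from 44.3 ± 2.03 CPM in WT to 24.3 ± 0.32 CPM in C75S, a log2 fold change of -0.86 (SE 0.07, edgeR adjusted p = 3.42e-08). *Rgs2* (ENSMUSG00000026360, chromosome 1, 143999338 to 144004161) fell from 36.6 ± 4.11 to 19.8 ± 1.70 CPM, a log2 fold change of -0.89 (SE 0.09, edgeR adjusted p = 9.70e-07). *Cidec* (chromosome 6, 113424634 to 113435760) fell from 31.95 ± 1.51 to 18 ± 0.21 CPM, and *Plekhh1* (chromosome 12, 79029163 to 79081655) from 16.4 ± 1.18 to 8.98 ± 0.36 CPM. *Tcf24* (chromosome 1, 9960163 to 9967932) fell from 8.40 ± 0.82 to 4.13 ± 0.80 CPM. *Ifi44* (chromosome 3, 151730922 to 151749960) fell from 8.00 ± 0.43 to 3.96 ± 0.36 CPM. For all 12 of these genes the adjusted p-value stayed under 0.05 in each of the 15 alternative fits, with a highest value of 0.00473.

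**Figure D3:**
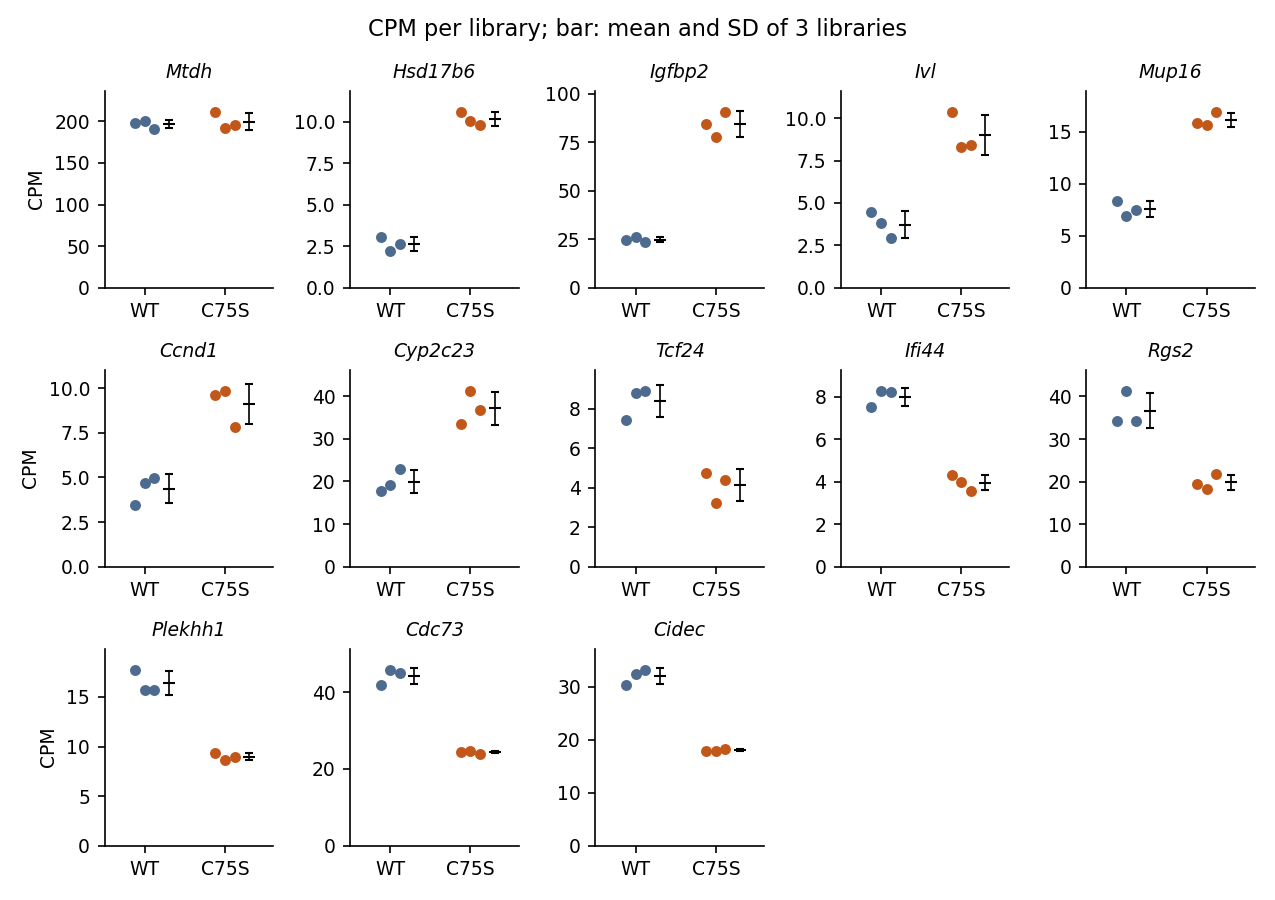
CPM of *Mtdh* and of the 12 genes with the largest changes among called genes other than predicted genes and clone names, with a mean of at least 5 CPM and no overlap between genotypes, in each WT (blue) and C75S (orange) library; the black mark and bar beside the points give the mean and SD of the 3 libraries. *Mtdh* overlapped between genotypes, and in each of the other 12 genes all C75S libraries lay on one side of all WT libraries.

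A set of 14 gene lists, chosen in advance, was compared between the genotypes with camera, a test of whether a list's genes rank apart from the other genes. With its preset correlation of 0.01 between genes, 8 of the 14 lists passed an adjusted p-value of 0.05. The calls depended on that correlation and on the test. With camera's own estimate of the correlation, no list passed at an adjusted p under 0.05. In that test 3 lists had an unadjusted p-value under 0.05. These were mesenchymal and matrix genes (0.00635), NF-kB and inflammatory targets (0.0116) and cholangiocyte markers (0.047). Fry takes the correlation from the replicates but asks another question: whether a list's genes changed at all, without the other genes as reference. With fry, only the list of mesenchymal and matrix genes passed (adjusted p = 0.00541). The p-values given for single lists are those of camera with the preset correlation, adjusted by Benjamini-Hochberg over the 14 lists. RLE, upper-quartile and library-size scaling changed the direction of none of the lists. Of the 24 further genes that the naming rule took from the lists, 16 lost their call in at least 1 of 15 alternative fits.

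Cell cycle genes were higher in C75S, with a median log2 fold change of 0.39 over 24 tested members, of which 22 were higher (adjusted p = 1.87e-08). The median ranged from 0.251 without C75S replicate 1 to 0.51 without C75S replicate 3 over the fits that left out a library. Over all genes tested 4 members were called, and 9 when adjusted over the list alone. *Mki67* rose from 11.2 ± 1.25 to 17.8 ± 3.98 CPM and *Mcm3* from 5.64 ± 0.42 to 8.69 ± 1.27 CPM. Both lost their call when WT replicate 2 was left out (edgeR adjusted p = 0.0706 for each), *Mki67* also without WT replicate 1, and *Mcm3* also without C75S replicate 1, C75S replicate 2 or WT replicate 3. Genes of cholesterol synthesis were higher by a median of 0.16 over 21 members, 20 of them higher (adjusted p = 1.87e-08), with 3 members called over all genes and 6 adjusted over the list alone. Among the called members, *Msmo1* rose from 128 ± 8.08 to 147 ± 5.69 CPM. It lost its call under DESeq2 and without C75S replicate 2, C75S replicate 3, WT replicate 2 or WT replicate 3, with a highest edgeR adjusted p-value of 0.285 without WT replicate 2. Mesenchymal and matrix genes were higher by a median of 0.20 over 20 members, 14 of them higher (adjusted p = 4.47e-06), with 6 called over all genes and 8 adjusted over the list alone. *Vim* rose from 413 ± 26.0 to 550 ± 34.8 CPM, *Tagln* from 32.9 ± 2.01 to 49.9 ± 5.26 CPM and *Thbs1* from 75.5 ± 8.57 to 103 ± 6.34 CPM. *Tagln* lost its call when reads were counted without regard to strand (edgeR adjusted p = 0.0616, against values from 1.94e-13 to 0.000712 in its other alternatives).

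NF-kB and inflammatory targets were higher by a median of 0.12 over 19 members, 15 of them higher (adjusted p = 4.26e-06), with 4 called over all genes and 5 adjusted over the list alone. *Saa1* rose from 341 ± 17.97 to 475 ± 58.1 CPM, *Saa3* from 13.1 ± 1.35 to 21.9 ± 4.54 CPM and *Lcn2* from 1445 ± 89.97 to 1709 ± 134 CPM. *Lcn2* lost its call without C75S replicate 3 or any 1 of the WT replicates (edgeR adjusted p up to 0.19, without WT replicate 3). The longest transcripts of *Saa1* and *Saa2* are 96.7% identical, so the split of reads between these copies is uncertain. The 4 members called over all genes were *Saa1*, *Saa2*, *Saa3* and *Lcn2*. *Nfkb1*, *Nfkbia* and *Tnfaip3* were not called, and the activity of NF-kB itself was not measured. Interferon-stimulated genes were lower, with a median log2 fold change of -0.19 and 1 of 22 members higher (adjusted p = 4.16e-07). In this list 3 members were called over all genes, *Ifi44*, *Bst2* and *Rtp4*, and 6 adjusted over the list alone. *Bst2* lost its call in 5 of 15 alternative fits, with a highest adjusted p-value of 0.192 without WT replicate 2. *Rtp4* lost its call in 7 of 15, with a highest adjusted p-value of 0.239 without C75S replicate 2, and overlaps *Gm45338* on the same strand.

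Genes of fatty acid oxidation and PPAR-alpha targets were lower by a median log2 fold change of -0.08 over 26 members, 7 of them higher (adjusted p = 0.000424), with 4 called over all genes and 6 adjusted over the list alone. *Fabp1* fell from 28.5 ± 3.10 to 20.3 ± 3.49 CPM and *Fgf21* from 4.43 ± 0.74 to 2.28 ± 0.31 CPM. This list lost its call without C75S replicate 1 (adjusted p = 0.0518). Its median was -0.038 in that fit, -0.043 without WT replicate 3 and -0.095 without C75S replicate 3, so its size depended on single libraries. *Fabp1* lost its call without C75S replicate 1 or WT replicate 3 (edgeR adjusted p = 0.0638 and 0.0912), and *Fgf21* without C75S replicate 3 or WT replicate 1 (0.0531 and 0.0542). Genes of ER stress and the unfolded protein response were higher by a median of 0.09 over 24 members (adjusted p = 0.00197), with 1 called member, *Creld2*, both over all genes and adjusted over the list alone. *Creld2* lost its call in 4 of the 6 fits that left out a library, with a highest edgeR adjusted p-value of 0.205 without C75S replicate 3. Cholangiocyte markers were higher by a median of 0.46, but 8 of the 12 listed genes could be tested and 5 of the 8 were higher (adjusted p = 0.00161). The size of that median depended on single libraries: it was 0.188 without C75S replicate 1, 0.262 without WT replicate 1 and 0.521 without C75S replicate 2. *Krt19* was the called member over all genes, at 9.52 ± 1.22 CPM in C75S and 5.47 ± 0.26 CPM in WT, and 4 members were called when adjusted over the list alone.

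The other 6 lists did not differ between genotypes in this test. For lipogenesis and LXR targets the median log2 fold change was 0.00 over 21 members (0.003, adjusted p = 0.773), with 3 members called over all genes and 7 adjusted over the list alone. These went both ways: *Scd1* rose from 1183 ± 49.5 to 1397 ± 37.1 CPM while *Mlxipl* fell from 205 ± 7.19 to 178 ± 5.80 CPM. *Scd1* lost its call without WT replicate 1 (edgeR adjusted p = 0.058), and *Mlxipl* in 4 of the 6 fits that left out a library (up to 0.114, without C75S replicate 3). The list changed direction without C75S replicate 2 (adjusted p = 0.877) and without WT replicate 1 (0.572). For hepatocyte function genes the median was -0.03 over 25 members (adjusted p = 0.208). Of these, 6 were called over all genes and 7 adjusted over the list alone, again in both directions: *Otc* rose from 9.80 ± 1.40 to 16.2 ± 0.67 CPM, and *Slc10a1* fell by 0.52 on the log2 scale. This list depended on single libraries: it passed the threshold as lower without C75S replicate 2 (adjusted p = 0.028) or C75S replicate 3 (0.0185), and changed direction without C75S replicate 1 (0.914). The list of palmitoylation enzymes had a median of 0.02 over 27 members (adjusted p = 0.553). Over all genes 0 members were called, with 0 adjusted over the list alone and 0 at an unadjusted p-value under 0.05. This list joined enzymes that add palmitate and a cofactor with enzymes that remove it, so its direction does not separate them. No single member of either kind was called. Endothelial markers (adjusted p = 0.677), stellate cell markers (adjusted p = 0.494) and Kupffer cell and macrophage markers (adjusted p = 0.83) had 12, 5 and 2 testable members, of which 2, 0 and 0 were called adjusted over the list alone and 0 over all genes. At an unadjusted p-value under 0.05 there were 3, 0 and 0 members. Endothelial markers changed direction without C75S replicate 3 (adjusted p = 0.92). The 2 Kupffer cell markers did so without C75S replicate 1 (0.578), C75S replicate 3 (0.382), WT replicate 1 (0.966) or WT replicate 3 (0.486).

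**Figure D4:**
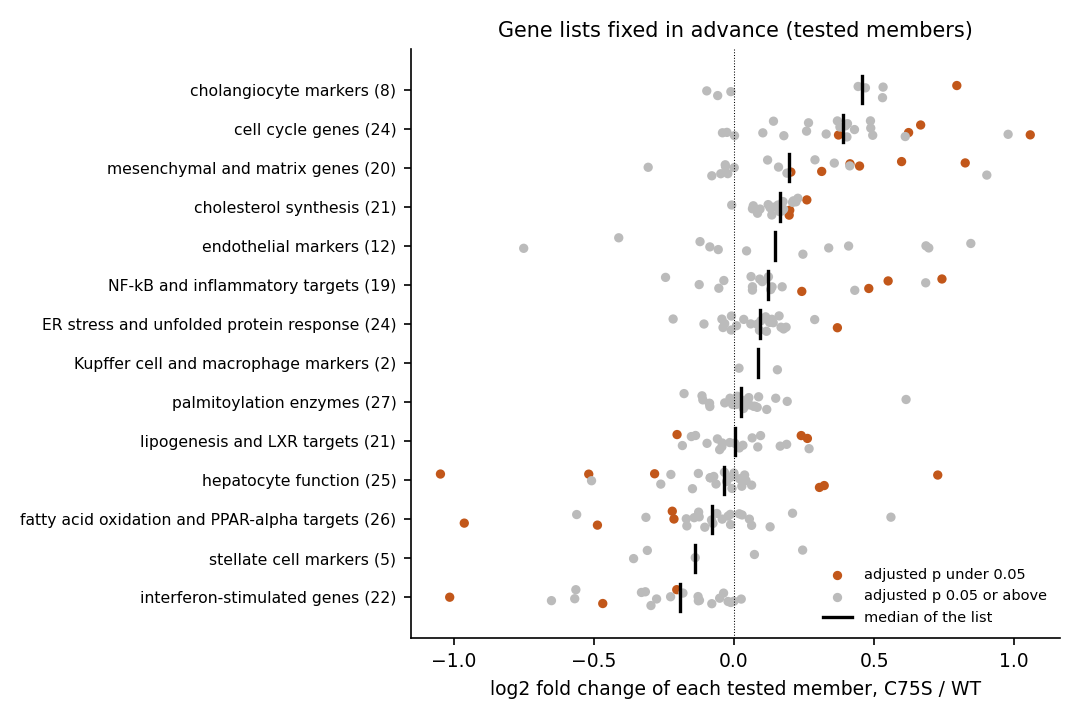
Log2 fold change of C75S against WT for each tested member of the 14 lists (number tested in brackets); black lines are list medians, and orange points are members with an adjusted p-value under 0.05 over all genes. The median of the cell cycle list lay at 0.39 and that of the interferon-stimulated genes at -0.19.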

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

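The test in this part was chosen after the result was seen. Unmapped reads were not used in any comparison of expression. Their share was higher in every C75S library than in every WT library, with a mean of 5.13% ± 0.59 in C75S and 4.45% ± 0.12 in WT (SD, n = 3 each; two-sided exact permutation p = 0.1, the smallest that 3 against 3 allows). The C75S libraries were at 5.81%, 4.82% and 4.75%, and the WT libraries at 4.40%, 4.59% and 4.37%. C75S replicate 1 raised the mean. Among the 5 classes of reads compared (unmapped, multimapping, no feature, ambiguous and antisense), this was the single class with such a separation. Depth was weighed as an explanation: C75S replicate 2 had the depth of the WT libraries (29598528 reads against 29077336 to 29562064) and still had 4.82% unmapped. That is 1 library, so lower depth and other technical differences between the groups cannot be told apart here. The unmapped sequences were not analysed here. An effect of genotype stays open and was not tested.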

How the results depend on the processing

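The count of 396 genes stayed within 1.5 times its value under each alternative that kept all 6 libraries. It ranged from 368 (all libraries thinned to the smallest) to 573 (no filter beyond 1 count). DESeq2 called 387 genes, 362 of them among the 396, and limma-voom 381, 376 of them among the 396. The thinning and a correction for GC content and length (388 genes) were chosen after seeing the data. The fit without a filter moved the split of directions: it called 290 higher and 283 lower genes against 222 and 174. It tested 23278 genes, and 394 of its calls were among the 396. Of its 179 additional calls, 173 were genes also tested with the filter, and the cause was not tested. Scaling by library size alone gave 248 higher and 164 lower genes (60.2% higher, against 56.1%).

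Leaving out libraries had a larger effect. From 201 to 355 genes were called across the 6 fits that each left out one replicate, with 129 to 193 higher and 72 to 169 lower genes. The lowest values came without WT replicate 2, where 189 of the 201 calls were shared with the full fit. Removing WT replicate 1, the library with the most scatter, left 355 calls, of which 282 were shared. Each of these fits had fewer samples and so less power, and a lost call alone does not show dependence on the library left out. *Mlxipl* had a log2 fold change of -0.203 with all libraries and also without C75S replicate 2. It lost its call in that fit (edgeR adjusted p = 0.0637). The log2 fold change of *Mtdh* was -0.022 without C75S replicate 1, and ranged from -0.022 to 0.05 over these fits. Its adjusted p-value was above 0.05 in each fit, so neither sign was distinguishable from 0.

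With the replicate number as a block, 480 genes were called (259 higher, 221 lower), 388 of them shared with the fit without the block. The replicate block changed the call of none of the 36 called genes chosen by the naming rule, nor that of *Mtdh*; other genes were not examined one by one under it. The correlations across genes of same-numbered libraries' deviations from their group means were 0.02, -0.04 and 0.03 for replicates 1, 2 and 3, so the libraries share only a number. These 36 genes kept their direction in each of the 15 alternatives per gene, and 20 of them also stayed called in each. The other 16 lost their call in at least 1 alternative, 55 times in all: 49 in fits that left out a library, and 6 in others. Those 6 were *Bst2* and *Rtp4* under library-size scaling, *Rtp4*, *Scd2* and *Msmo1* under DESeq2, and *Tagln* under unstranded counting.

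The calls on gene lists depended most on the test and on the correlation assumed between genes. Fry, which does not compare a list with the other genes, differs from camera with the preset correlation in both. Under fry the adjusted p-values were 0.072 for NF-kB and inflammatory targets, interferon-stimulated genes, cell cycle genes and cholangiocyte markers, 0.107 for cholesterol synthesis and ER stress, and 0.382 for fatty acid oxidation. Under camera with the estimated correlation they were 0.0808 for NF-kB targets and mesenchymal genes, 0.205 for interferon-stimulated genes, cholesterol synthesis, cell cycle, ER stress and cholangiocyte markers, and 0.377 for fatty acid oxidation. The cause was not tested. No scaling, filter, strand or block alternative changed a call on a list under the preset correlation. Stellate cell markers changed direction without a filter (adjusted p = 0.558), where more members were tested.

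Over the 6 fits that each left out one replicate, the adjusted p-value for fatty acid oxidation ranged from 2.38e-06 to 0.0518, and for hepatocyte function from 0.0185 to 0.914, passing the threshold without C75S replicate 2 or 3 and changing direction without C75S replicate 1. Lipogenesis ranged from 0.318 to 0.903, Kupffer cell markers from 0.382 to 0.966 and endothelial markers from 0.418 to 0.92. These last 3 lists changed direction in some of the fits and passed the threshold in none. The other lists kept direction and call. The size of their medians moved, from 0.078 to 0.173 for NF-kB targets, and from -0.234 to -0.147 for interferon-stimulated genes. For cholesterol synthesis the range was 0.104 to 0.182, for mesenchymal genes 0.172 to 0.33, and for ER stress 0.058 to 0.123. Depth had a smaller effect on the count of called genes than leaving out a library: of the 368 genes called after thinning, 352 were among the 396.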

Other observations

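In this part, the tests on neighbouring genes, on Mup genes and on marker levels, and the counts of splits for each direction and for the gene lists, were chosen after the result was seen; the tests on WT replicate 1 and on SRF targets were chosen after the pattern was noticed but before their own values were seen. The 6 libraries can be split into groups of 3 in 10 ways. The real split gave 396 genes, and 1 of the 10 splits gave as many. The other 9 gave from 0 to 8 genes, with 318 to 792 genes at an unadjusted p-value under 0.05, against 1709 in the real split. The same was true of 222 genes in the higher direction (1 of 10) and of 174 in the lower direction (1 of 10). With 10 splits the share cannot go below 0.1. For the gene lists, 1 of 10 splits gave a camera p-value as small for NF-kB targets, mesenchymal and matrix genes and cholangiocyte markers. The number was 2 of 10 for interferon-stimulated genes, cholesterol synthesis, cell cycle genes and ER stress, 4 of 10 for fatty acid oxidation and stellate cell markers, and 6 of 10 for palmitoylation enzymes and endothelial markers. It was 8 of 10 for lipogenesis and hepatocyte function, and 9 of 10 for Kupffer cell markers. For the lists at 2 of 10 or more, some other division of the same libraries gave a camera p-value as small as the genotypes did. The labels give no isolation date, so genotype and isolation were not separable.

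Several technical explanations of the 396 calls were tested. Mice of different sex in the groups are excluded as a cause: the highest *Xist* count in any library was 8, while *Ddx3y* had at least 1972 counts in each. GC content and gene length are excluded as the whole cause, since 91.4% of the calls were kept after a correction for both, and the log2 fold change had a Spearman correlation across genes of 0.04 with GC content and -0.07 with length. Strain variants carried along with the edited locus stay open. Of 52 other genes tested within 10 Mb of *Mtdh*, 4 were called (7.69%), against 3.09% of the 12689 remaining genes, *Mtdh* included (two-sided Fisher's exact p = 0.0776). These were *Dap*, *Basp1*, *Rims2* and *Dpys*, and the number is too small to decide.

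In 2 called genes, singled out after their values were seen, all WT libraries were at or under 3 counts. *Moxd1* (chromosome 10, 24223517 to 24302790) had 19, 33 and 27 counts in C75S and 0, 1 and 1 in WT. Its mean in C75S was 9.51 times the level of 3 counts in WT. *Rims2* (chromosome 15, 39198261 to 39684372) had 20, 15 and 14 counts against 0, 3 and 0, and its ratio on that basis was 6.08. These ratios leave out the error of the C75S means, so they are not lower limits. *Rims2* lies within the 10 Mb around *Mtdh* described above. Both genes are weakly expressed even in C75S.

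WT replicate 1 detected 17412 genes, fewer than any other library, although its depth was that of the other WT libraries. A candidate explanation is that RNA of some weakly expressed genes was missing from it. Genes that the other 5 libraries put at 1 to 5 expected counts had summed counts of 1.02 times the expected sum (0.928 to 1.01 in the other libraries). Higher counts of other genes can offset losses in such a sum, so missing RNA of some of these genes stays open. Of these genes, 40.2% were at 0, against 25.8% to 31.6% in the other libraries. More duplicated reads, from fewer starting molecules, would raise the scatter at higher counts too. At 5 to 20 expected counts the median squared deviation over the expected count was 1.80 in WT replicate 1 and 0.97 to 1.17 elsewhere. At 20 to 50 it was 2.12 against 1.2 to 1.5, and at 200 to 1000 it was 2.49 against 1.41 to 1.69. These values are consistent with a library of lower complexity, as a hypothesis. Duplicate rates would have to come from the reads, which were not used here. Leaving this library out gave 355 calls.

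Called genes lay next to each other more often than shuffled calls did. There were 12 pairs of adjacent tested genes within 500 kb that were called in the same direction and did not share the first 2 letters of their symbols. Shuffling the calls within 10 bins of expression gave 5.46 pairs on average (one-sided permutation p = 0.0092, 10000 shuffles). The pairs included *Tcf24* with *Ppp1r42*, *Sprr1a* with *Ivl*, and *Ifi44* with *Ptgfr*. Strain variants at a few loci, shared regulation of neighbours and transcription running from one gene into the next may each give such pairs, and the test does not separate them. *Cdc73* and *Rgs2* are not among the 12 pairs. They lie within 500 kb of each other and fell by similar amounts, 0.86 and 0.89 on the log2 scale, but *Glrx2*, *Trove2* and *Uchl5* between them had log2 fold changes of -0.10, -0.18 and -0.02, none with an adjusted p-value under 0.05. A single regional effect on all genes of that interval is thus not what the counts show.

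Of 13 tested genes of the Mup family, 6 were called, all of them higher in C75S. Because Mup copies are nearly identical, reads moving between copies was weighed as an explanation. It predicts an unchanged sum. The summed level of all 13 genes rose from 4006 ± 36.7 to 4390 ± 136 CPM (SD, n = 3 each), a log2 ratio of 0.13 (0.132), and was higher in each C75S library (4235 CPM or more) than in each WT library (4049 CPM or less). An exchange among the 13 genes is therefore excluded as the whole cause. *Mup3*, at 2769 CPM, makes up most of that sum. Without *Mup3*, *Mup20* and *Mup21*, which were set aside after their values were seen, the sum rose from 554 ± 17.9 to 790 ± 25.3 CPM, a log2 ratio of 0.51. An exchange with multimapping reads, which the counts leave out, stays open.

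Proliferation, keratin and matrix genes rose in C75S, which more cells of another liver type could bring about. The test used the listed markers with means under 10 CPM, since markers with a higher baseline, such as *Flt1* and *Reln*, would not show a small share of such cells. For macrophages and stellate cells, 27 such markers summed to 8.26 ± 0.81 CPM in C75S and 7.81 ± 0.95 CPM in WT (SD, n = 3 each). With the markers of higher baseline included, macrophage markers changed by 1.3 CPM and stellate cell markers by -15.6 CPM. The difference of 0.46 CPM in the low-baseline markers was within the spread between replicates, while *Vim* rose by 137 CPM. Abundant transcripts of these cells were also nearly absent, with *Col3a1* at 14 to 23 counts, *Col1a1* at 3 to 12 and *Lyz2* at 1 to 5 in each library. These cells are therefore excluded as the source of the rise in *Vim*. Endothelial cells stay open. Their 11 such markers rose by 4.35 CPM in sum, from 22.2 ± 2.03 to 26.6 ± 1.59 CPM, with each C75S library above each WT library. All listed endothelial markers together fell by 26.4 CPM, and *Flt1*, the tested marker with the smallest p-value, had a log2 fold change of -0.75 and was lower in each C75S library (edgeR adjusted p = 0.0656). The restriction to markers under 10 CPM was chosen after these values were seen. *Lyve1*, *Pecam1* and *Kdr* had log2 fold changes of 0.845, 0.695 and 0.685, none with an adjusted p-value under 0.05, while *Egfl7* and *Fcgr2b* fell by 0.12 and 0.41. How much *Vim* such a share of endothelial cells would bring is not known from these data. Cholangiocytes stay open too. Of their 8 tested markers, 5 had higher fitted levels, among them *Krt19*, *Spp1* and *Cldn4*, while *Sox9* and *Anxa4* did not rise. *Epcam*, which was too low to test, had 0, 1 and 2 counts in C75S and 12, 3 and 4 in WT. A change within the hepatocytes was not tested.

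Several called genes encode parts of the actin cytoskeleton. A candidate explanation is higher activity of SRF and MRTF, the transcription factor and coactivators of many such genes. A list of 36 further targets, without the genes already noticed, was written before its values as a list were looked at. However, 1 of its genes is also in the mesenchymal list, which had been tested already, so the value of that gene was available. Of 34 tested members, 30 were higher in C75S, with a median log2 fold change of 0.15. The camera p-value was 5.34e-11 with the preset correlation, 0.0281 with the estimated one, and 0.00998 with fry. Over all genes 8 members were called, and 18 adjusted over the list alone. The values are consistent with that hypothesis, but cell density or spreading in culture could move the same genes, and the design has no measure of either.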
